A study of Caenorhabditis elegans with 83 samples. Its data were reported in "The chromatin factors SET-26 and HCF-1 oppose the histone deacetylase HDA-1 in longevity and gene regulation in C. elegans" (2024).

How the data were processed

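CUT&RUN, in which an antibody directs a nuclease to cut out the DNA next to a bound protein, was applied to day 1 adult Caenorhabditis elegans for 3 chromatin factors. SET-26 and HDA-1 carried an HA tag and HCF-1 a FLAG tag. Of 83 samples, 42 profiled a factor, 32 profiled histone H3 and 9 profiled the HA or FLAG antibody in worms used as antibody background. The samples were sorted by their labels alone into 41 groups, 40 of 2 biological replicates and 1 of 3. The group of 3 was the HA background in wild type, whose labels name separate first replicates for SET-26 and for HDA-1. The genotype labels of the HDA-1 samples in the set-26 mutant spell the allele with an extra digit, and their titles were followed.

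The submitters' processing notes and the study's methods describe trimming with Trim Galore 0.6.5, alignment with Bowtie2 2.4.3 to the WBcel235 (ce11) genome, and merging of the replicates of each group with SAMtools. Per the file headers, the authors called peaks with MACS2 2.1.4 at a q-value of 0.01, with a fragment size of 200 bp, all duplicates kept and the larger library scaled to the smaller. Of the deposited data, 22 peak lists were used. In 6 lists the factor was set against antibody background, for the 3 factors in glp-1(e2141) and in wild type on OP50 bacteria. In the other 16 the factor was set against H3 of the same genotype. Each list was deposited in a pair of formats, whose peaks were checked and were identical for 22 of 22 lists.

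The signal in the deposited tables is the fragment pileup at a peak's summit, which the authors obtained from MACS2 after the scaling, and it is not scaled to a fixed library size. The fold enrichment is the authors' own ratio of that pileup to the local background estimated from the control library. The −log10 p and −log10 q values are those of the authors' Poisson test of the summit against that background. The score in the deposited lists is the −log10 q-value times 10, written for a browser. Fold and −log10 q were used here as the authors gave them, to describe peaks and to rank them within a list.

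Depth per sample is not given in the files. Merged tags per list, read from the headers, were 27.6 to 71.5 M for a factor and 27.1 to 85.6 M for its control. All lists were called on merged replicates, so no replicate error could be had, no test across replicates was made, and no replicate could be left out. Exact Clopper-Pearson intervals at 95% were computed for shares of peaks, and the same binomial intervals were turned into intervals for ratios of peak numbers. These intervals cover counting error only. The study's own test of differential binding (DiffBind) needs the reads of each replicate. The study also deposited raw reads and coverage tracks, which were not at hand and were not used.

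Entries of a list with 1 start and end are summits of 1 peak and were counted once. Coordinates are 1-based on WBcel235, and the peaks ended at or before the end of the sequence on 7 of 7 chromosomes. Genes were the 19985 protein-coding genes of Ensembl release 115, of which 10896 have a symbol. A gene was called bound if a peak overlapped the window from 2000 bp upstream to 500 bp downstream of its start and no other gene on the same strand with its window overlapped had a start nearer to the peak. A gene bound in control worms was said to keep its promoter peak if any mutant peak overlapped its window. The mutant fold given beside a kept gene is that of the mutant peak with the highest −log10 q over its window, which need not be the same interval. A gene without a mutant peak in its window can still have a control peak that a mutant peak overlaps outside it, so a peak is called absent only if no mutant peak overlapped the control peak itself. A wide peak can therefore be assigned to a gene far from its summit.

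Peaks were called shared at an overlap of 1 bp or more. Overlap of factors was tested with a one-sided hypergeometric test over 30000 possible sites, as in the study, and with 999 circular shifts of 1 list along each chromosome, whose smallest possible p is 0.001. Overlap of bound genes was set against all protein-coding genes. Before the data were examined, 24 gene lists were fixed by name pattern or by hand: mitochondrial ribosome, cytosolic ribosome, oxidative phosphorylation, mitochondrial unfolded protein response and import, mitochondrial targets named by the study, lipid metabolism, collagens, mRNA splicing and 3' end processing, proteasome, histone genes, chromatin regulators, longevity regulators, stress response, innate immunity, germline and oogenesis, sperm, cell cycle, intestine, muscle, neurons, neuropeptides, epidermis, chemoreceptors and homeobox. Bound shares were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 24 lists of a peak list. The study chose its mitochondrial targets on these samples, so that list is not independent evidence.

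Mutants were compared with controls in 9 pairs of lists called against H3: HCF-1 in set-26(tm2467) with glp-1 RNAi, in glp-1(e2141) and with the L4440 empty vector, SET-26 in hcf-1(pk924) with glp-1 RNAi and with L4440, and HDA-1 in each mutant with glp-1 RNAi and with L4440. For each, the ratio of peak numbers, the share of control peaks overlapped by a mutant peak, and the share of control-bound genes of each list that kept a promoter peak were computed. Each gene list was set against 10000 random lists of equal size, matched on 5 equal strata of −log10 q of the gene's strongest control peak. A list whose percentile, ties counted at their middle, lay outside the central 95% of its random lists was called apart, and 5% of lists fall outside by chance. This compares pooled libraries and yields no p-value, since genes are not replicates. Shares of kept HCF-1 peaks with and without SET-26, and between both ways of removing the germline, were set against random divisions matched in the same way.

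Named genes followed a rule fixed at the same time. For each mutant comparison they were the 10 genes with a symbol whose control promoter peak had the highest −log10 q among those without a mutant promoter peak, the 10 among those with one, up to 4 members of each list apart, the mitochondrial targets named by the study, and set-26, hcf-1, hda-1 and set-9. For each somatic list against antibody background they were the 5 genes with the highest −log10 q and up to 4 members of each gene list past 0.05, taken by the same order. The text names the members of these sets that describe them best.

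Alternatives tried were 50% of a peak covered, a −log10 q of at least 5, a fold enrichment of at least 3, equal numbers of top peaks, a promoter window of 500 bp upstream to 100 bp downstream, and random lists that were not matched. Added after the data were examined were control peaks backed by a peak against antibody background and the omission of a stretch of the X chromosome. Their effect is given at the end. The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1.

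The overlaps, the share of kept peaks, the assignment of genes, the matched gene lists and Fisher's test were tested, in part on simulated data, and the other steps were not. Overlaps equalled those of bedtools in 20 of 20 pairs of lists, and 19985 genes were assigned alike by a brute-force search. With 60% of 10618 peaks planted as kept, for HCF-1 with glp-1 RNAi, 60.0% were recovered. Lists of 40 genes drawn without an effect fell outside the random range in 3% to 6.5% of draws over the 9 comparisons, and such lists raised by 30 percentage points were found apart in 97% to 100%. These draws kept each gene independently, at invented rates per stratum. Neighbouring genes that share a peak, shorter lists and the lowest real rates were not simulated, so neither range carries over to those. For HCF-1 in glp-1(e2141), Fisher's test called 0.5% of 1000 random lists and 99.5% of raised ones.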

Results

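Binding of 3 chromatin factors was profiled by CUT&RUN in day 1 adult worms. SET-26 is a SET-domain protein that reads trimethylated lysine of histone H3 tails, HCF-1 is the worm counterpart of human host cell factor, and HDA-1 is a class I histone deacetylase. Loss of set-26 or of hcf-1 lengthens life. The factors were profiled in wild type worms on OP50 bacteria, in germline-less glp-1(e2141) worms, in worms made germline-less by glp-1 RNAi, and in worms fed the L4440 empty vector, which keep their germline. The mutant alleles were set-26(tm2467) and hcf-1(pk924). The 83 samples formed 41 groups, of which 40 held 2 replicates and 1 held 3. The 22 peak lists held 1267 to 13422 peaks, each called by the study's authors on merged replicates, so no replicate error stands behind any value. Fold enrichment and −log10 q of a peak are the authors' values. The merged factor libraries held 27.6 to 71.5 M tags and their controls 27.1 to 85.6 M.

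The first question was whether the 3 factors share sites in somatic cells. In glp-1(e2141) worms, 7354 of 13422 SET-26 peaks overlapped an HCF-1 peak, or 54.8% (95% interval 53.9 to 55.6). When the HCF-1 list was shifted along the chromosomes the share averaged 13.4% and reached at most 19.6%. In the other direction 7569 of 9961 HCF-1 peaks, 76.0%, overlapped SET-26. HDA-1 overlapped 54.8% of SET-26 peaks (53.97 to 55.66) and 84.4% of HCF-1 peaks (83.7 to 85.1). Of the 12112 HDA-1 peaks, 59.9% overlapped SET-26 and 66.8% overlapped HCF-1. The base-10 logarithms of the one-sided hypergeometric p were −1136.92 for SET-26 with HCF-1, −414.535 for SET-26 with HDA-1 and −2342.68 for HCF-1 with HDA-1. All 3 pairs had a shift p of 0.001, the smallest the shifts can give. The SET-26 and HDA-1 lists were called against the same HA background libraries of 35862336 tags, so noise in that control enters both lists.

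Peaks overlapping both other factors made up 48.6% of the SET-26 list, 65.5% of the HCF-1 list and 53.3% of the HDA-1 list. SET-26 had the largest share overlapping neither, 39.0%, against 26.5% for HDA-1 and 5.12% for HCF-1. In wild type worms 45.8% of 11845 SET-26 peaks overlapped HCF-1, 36.3% overlapped HDA-1, and 48.4% of 8732 HCF-1 peaks overlapped HDA-1. Peaks with both other factors fell in wild type at 28.8% of the SET-26 list, 43.2% of the HCF-1 list and 46.7% of the HDA-1 list. The shift p was again 0.001 for each wild type pair. The difference in overlap between worms with and without a germline was not tested.

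Somatic HCF-1 and HDA-1 summits were spread alike over genes, and more SET-26 summits lay in coding exons, a difference that was not tested. Coding exons held 19.6% of SET-26 summits, 7.81% of HCF-1 summits and 6.44% of HDA-1 summits. Intergenic sequence held 39.6%, 58.4% and 60.2% in the same order, and introns 30.5%, 24.3% and 25.5%. Promoter windows were overlapped by 58.9% of SET-26 peaks, 65.1% of HCF-1 peaks and 60.9% of HDA-1 peaks. The median distance from summit to the nearest gene start was 1113 bp for SET-26, 840 bp for HCF-1 and 1049 bp for HDA-1. SET-26 was assigned to 7431 genes, HCF-1 to 6794 and HDA-1 to 7442. SET-26 and HCF-1 shared 5902 genes, against 2526 expected from the sizes of the lists, which is 79.4% of SET-26 genes and 86.9% of HCF-1 genes. The odds ratio was 50.5.

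The strongest somatic SET-26 peaks by −log10 q included IV 796436–797151 at ech-5, a predicted enoyl-CoA hydratase gene, with 40.5-fold enrichment over HA background. The peak at III 640025–640941, shared by tag-266 and tag-267, reached 37.9-fold. For HCF-1 the strongest included II 12677813–12679001 at Y38E10A.22 and Y38E10A.24, at 17.3-fold over FLAG background, and V 11763966–11765430 at syx-5, a syntaxin gene, at 16.3-fold. For HDA-1 they included IV 3384469–3385366 at mai-2, which encodes an inhibitor of the mitochondrial ATPase, at 24.5-fold, and X 10568074–10569309 at bet-2, a bromodomain gene, at 16.3-fold.

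Which functions do the bound genes serve? By two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 24 lists, 21 lists passed 0.05 for SET-26, 19 for HCF-1 and 19 for HDA-1. Each count includes the mitochondrial targets named by the study, which it chose among genes it called bound. The comparison was with all other protein-coding genes, whether active or not. The paper describes SET-26 and HCF-1 as prevalent at active chromatin. Lists of broadly active genes may therefore pass as bound more, and lists active in few cells as bound less, for that reason alone. SET-26 bound 67 of 70 mitochondrial ribosome genes, 95.7% against 37.0% of other genes (odds ratio 38.1, adjusted p 1.142e-24). Among them mrps-15 carried a wide peak at I 8691517–8698645 of 24.6-fold. It bound 75 of 78 cytosolic ribosome genes (7.36e-28), such as rps-13 at III 6372432–6375837 with 31.6-fold, and 41 of 43 oxidative phosphorylation genes (2.85e-15), such as the ATP synthase gene atp-2 at III 5224467–5231821 with 19.7-fold. It was also at 20 of 23 genes of the mitochondrial unfolded protein response and import (2.408e-06), 44 of 48 splicing and 3' end processing genes (1.111e-14), 32 of 33 proteasome genes (8.668e-13), 38 of 40 chromatin regulators (3.768e-14), 23 of 28 longevity regulators (2.602e-06) and 51 of 56 cell cycle genes (1.76e-16). Lipid metabolism with 37 of 59 (0.0001696), stress response with 22 of 32 (0.0004697) and muscle with 16 of 27 (0.0317) were bound more often than other genes as well.

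SET-26 was bound less often than at other genes in 8 lists. These were chemoreceptors with 38 of 1215 (2.376e-189), innate immunity with 26 of 300 (5.97e-29), neuropeptides with 9 of 140 (1.332e-16), collagens with 24 of 156 (6.326e-09), histone genes with 11 of 72 (0.0001102), sperm with 5 of 44 (0.0003241), homeobox with 19 of 79 (0.0182) and intestine with 3 of 21 (0.0451). Germline and oogenesis (0.673), neurons (0.607) and epidermis (0.348) did not pass.

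HCF-1 bound 48 of 70 mitochondrial ribosome genes, 68.6% against 33.9% of others (odds ratio 4.26, adjusted p 1.627e-08), among them mrps-25 at IV 1056295–1056931 with 9.08-fold. It bound 74 of 78 cytosolic ribosome genes (5.504e-29), 33 of 43 oxidative phosphorylation genes (2.814e-08) and 42 of 59 lipid metabolism genes (1.751e-08). Examples were rps-18 at IV 14824597–14825581 with 7.54-fold, the cytochrome c gene cyc-2.1 at IV 4747486–4749345 with 11-fold, and the fatty acid elongase gene elo-1 at IV 9524900–9526764 with 12.3-fold. Splicing, proteasome, chromatin, longevity, cell cycle, stress response (26 of 32, 1.08e-07) and intestine (14 of 21, 0.00341) were bound more often too, and collagens, histone genes (13 of 72, 0.00487), immunity, sperm, neuropeptides and chemoreceptors (52 of 1215, 6.749e-148) less often. Germline and oogenesis, muscle, neurons, epidermis and homeobox did not pass.

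HDA-1 bound 33 of 70 mitochondrial ribosome genes, 47.1% against 37.2%, which did not pass (adjusted p 0.128), while 69 of 78 cytosolic ribosome genes were bound (7.55e-20). Stress response genes were bound at 29 of 32 (2.742e-09), intestine genes at 19 of 21 (1.978e-06), lipid metabolism genes at 46 of 59 (1.887e-09) and muscle genes at 20 of 27 (0.0002874). Histone genes, bound less often by SET-26 and HCF-1, were bound more often by HDA-1, at 38 of 72 (0.00907). Neighbouring histone genes can share a peak, and these tests counted each gene separately. Strong HDA-1 peaks lay at the heat shock genes hsp-16.1 and hsp-16.48, V 9086729–9091258 with 16.6-fold, at the triglyceride lipase gene atgl-1, III 6420088–6423487 with 12.58-fold, at mep-1, IV 11522104–11523271 with 12.7-fold, at lin-40, V 3703770–3704381 with 11.8-fold, and at the forkhead factor gene daf-16, I 10747981–10749077 with 7.51-fold. The products of mep-1 and lin-40 belong to deacetylase complexes. Oxidative phosphorylation (0.0001696), the mitochondrial unfolded protein response and import (0.000944), splicing, proteasome, chromatin, longevity and cell cycle also passed on the same side, while collagens, immunity, sperm, neuropeptides and chemoreceptors passed as bound less often. Germline and oogenesis, neurons, epidermis and homeobox did not pass. Each factor bound 10 of the 10 mitochondrial targets the study names, with adjusted p of 8.627e-05 for SET-26, 3.284e-05 for HCF-1 and 0.0001021 for HDA-1.

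Whole worms were set beside germline-less worms to ask what the germline adds. SET-26 was assigned to 7113 genes in wild type, and 802 of the 8233 genes bound in either list, 9.74%, were bound in the wild type list alone. For HCF-1 these were 1072 of 7866 genes, 13.6%, and for HDA-1 216 of 7658, 2.82%. More genes were bound without a germline alone, 1120 or 13.6% for SET-26, 2056 or 26.1% for HCF-1 and 2171 or 28.3% for HDA-1. Among genes bound in wild type alone, 3 of 24 lists passed 0.05 for SET-26, 3 for HCF-1 and 2 for HDA-1. Histone genes were bound in wild type alone in 44 of 55 cases for SET-26 (80% against 9.27% of other genes, adjusted p 1.077e-33), in 33 of 46 for HCF-1 (71.7% against 13.3%, 7.234e-18) and in 23 of 61 for HDA-1 (37.7% against 2.54%, 2.478e-19). A SET-26 peak at IV 11322505–11334738 of 6.64-fold spanned his-45, his-47 and his-48, and an HCF-1 peak at II 13817568–13830201 of 5.08-fold spanned his-9, his-14, his-15 and his-16. Histone genes are near-identical copies, so reads cannot always be placed at 1 of them. Neighbouring histone genes also share peaks, as in these examples, while Fisher's test counts each gene as independent. Its p-values for this list are therefore too small, and distinct peaks were not counted here.

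Germline and oogenesis genes were bound in wild type alone in 26 of 44 cases for SET-26 (7.745e-15), 31 of 45 for HCF-1 (2.932e-16) and 4 of 19 for HDA-1 (0.0205). The P-granule helicase gene glh-1 carried a SET-26 peak at I 6853729–6854913 of 11.6-fold and an HCF-1 peak at I 6853918–6854920 of 5.55-fold in wild type. The translational regulator gld-1 had SET-26 at I 7693382–7696016 with 7.43-fold, the maternal zinc finger gene pos-1 had HCF-1 at V 8413175–8414421 with 5.22-fold, and fbf-1 had HDA-1 at II 6081889–6082389 with 10.3-fold. The synaptonemal complex gene syp-4 had HCF-1 at I 6846189–6847982 with 5.25-fold and HDA-1 at I 6846908–6847534 with 3.92-fold. Cytosolic ribosome genes were on the other side, with 0 of 75 bound in wild type alone for SET-26 (0.00541) and 1 of 75, rps-16, for HCF-1 (0.00394). Sperm genes did not pass, with 0 of 5 for SET-26, 0 of 6 for HCF-1 and 0 of 5 for HDA-1.

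The X chromosome is largely silent in the germline, so its peak density was compared with that of the 5 autosomes. SET-26 had 33.5 peaks per Mb on X and 136 on autosomes in wild type, and 71.4 and 147 without a germline, which puts the X to autosome ratio in wild type at 0.506 times that in glp-1(e2141) (0.457 to 0.561). HCF-1 had 17.5 peaks per Mb on X in wild type and 66.0 without a germline, a factor of 0.277 (0.242 to 0.315). Among peaks of at least 3-fold the HCF-1 factor was lower and the SET-26 factor higher, as given at the end. The factor for HDA-1 was 0.917 (0.857 to 0.981), with 102 against 159 peaks per Mb on X. Lists against H3, with L4440 set against glp-1 RNAi, gave 0.560 (0.502 to 0.624) for SET-26, 0.545 (0.492 to 0.602) for HCF-1 and 0.913 (0.853 to 0.977) for HDA-1. The HCF-1 value was 0.376 without a stretch at the left end of X described further on.

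The next question was whether HCF-1 binding needs SET-26. With glp-1 RNAi the HCF-1 list held 10618 peaks in control worms and 1267 in set-26(tm2467), a ratio of 0.119 (0.112 to 0.126) or 88.1% fewer. The length covered by peaks went from 7.08 Mb to 0.586 Mb, while the merged HCF-1 library of the mutant was 1.28 times as deep. A mutant peak overlapped 942 control peaks, 8.87% (8.34 to 9.43). With control peaks divided into 5 equal strata of −log10 q, 0.188% of the weakest stratum and 36.9% of the strongest were overlapped. Of 7110 genes with a control promoter peak, 1121 or 15.8% had one in the mutant. Of the mutant peaks, 83.3% lay at control peaks.

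**Figure D1:**
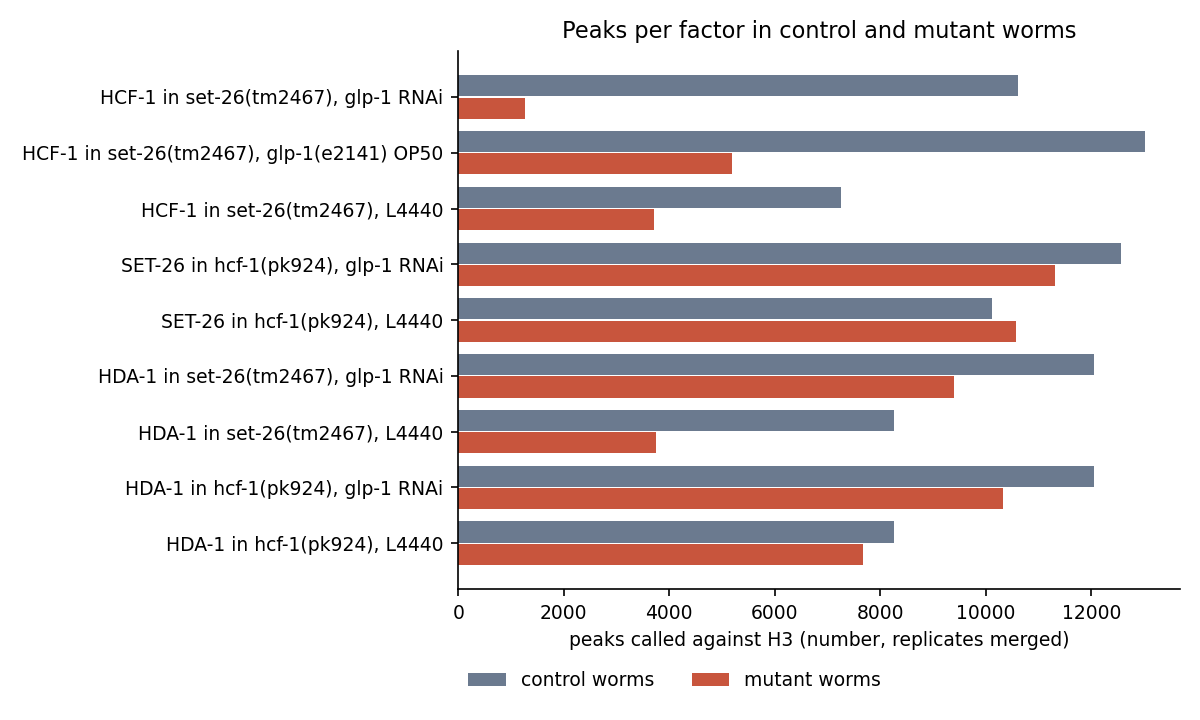
Number of peaks called against H3 on merged replicates (horizontal axis) in control worms (grey) and mutant worms (red) for the 9 comparisons. HCF-1 with glp-1 RNAi goes from 10618 to 1267 peaks in set-26(tm2467), and SET-26 with L4440 from 10119 to 10576 in hcf-1(pk924).

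HCF-1 promoter peaks absent from the mutant list included strong ones. The intergenic peak at IV 17086889–17088010 between snx-13 and the small nuclear ribonucleoprotein gene snr-1 had 14.2-fold enrichment in control worms. Others lay at the zinc transporter gene slc-30A5, I 14358060–14359049 with 12.7-fold, at mcrs-1 and the ATP synthase gene atp-1, I 12651815–12652631 with 11.7-fold, and at slc-25A42, I 8614530–8615754 with 10.3-fold. Of the 30 named genes without a mutant peak in their promoter window, 5 had a control peak that a mutant peak overlapped outside the window, such as the wide peak of 7.39-fold assigned to the centromeric histone gene hcp-3, overlapped by a mutant peak of 2.55-fold. HCF-1 was also absent from the mutant lists of both germline-less settings at set-26 itself (IV 16656122–16657199, 5.81-fold in glp-1 RNAi controls) and at hda-1 (V 14524123–14524864, 3.50-fold). At hcf-1 (IV 7774063–7775224, 4.91-fold) it was absent with glp-1 RNAi and present in glp-1(e2141). The strongest kept peak that glp-1(e2141) libraries also gave against antibody background lay at tag-266 and tag-267, III 640059–640958, with 14.4-fold in control and 3.08-fold in mutant worms.

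In this comparison 5 of 24 gene lists were apart from random lists of equal size and peak strength, where 5% of lists fall outside by chance. Of 49 mitochondrial ribosome genes with a control promoter peak, 4 kept one, 8.16% against 27.2% in random lists (16.3 to 38.8). Peaks were absent at mrpl-15, I 1435000–1435863 with 6.63-fold, at mrps-18A, III 8330882–8332616 with 7.84-fold in the 5' UTR, and at mrpl-35, III 3509687–3510648 with 7.68-fold. None of 24 collagen genes kept a peak, against 11.1% in random lists, among them col-38 at II 8568800–8570038 with 8.02-fold and col-71 at II 3502356–3503075 with 7.10-fold. Histone genes were on the other side with 10 of 46, 21.7% against 9.83% (2.17 to 17.4), including his-72 from 7.52-fold to 2.01-fold and his-42 from 5.79-fold to 1.82-fold. Neighbouring histone genes share peaks, and with each distinct peak counted once 5 of 23 were kept, at percentile 97.3 and thus inside the central 95%. Of 6 histone peaks with at least 90% unique 31-base words 1 was kept, also inside. Stress response genes kept 8 of 26, 30.8% against 16%, at percentile 98.4, with hsp-110 at III 8446386–8447910 going from 6.90-fold to 2.21-fold. Neurons kept 3 of 9, 33.3% against 6.69% (0 to 22.2), a list that came inside the range, at 2 of 8, without the left end of X. With a window of 500 bp upstream to 100 bp downstream the mitochondrial ribosome stayed apart, with 4 of 47 kept, 8.51% against 20.1% (10.6 to 29.8), while collagens, histone genes, stress response and neurons came inside and chemoreceptors were apart on the other side with 4 of 23.

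**Figure D2:**
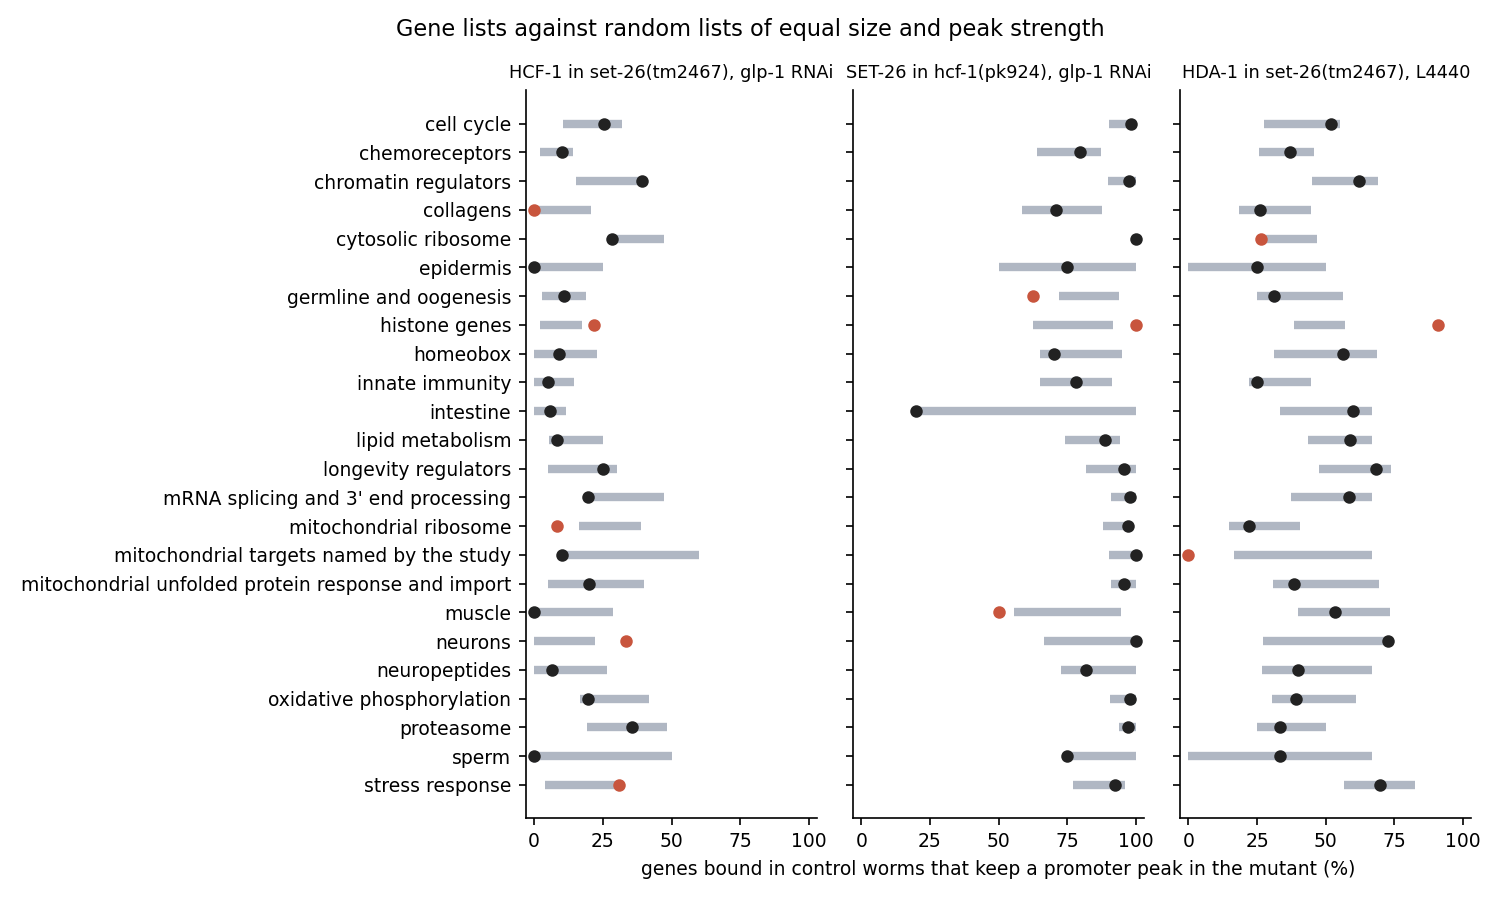
Share of control-bound genes of each gene list that kept a promoter peak in the mutant (percent, points) beside the central 95% of 10000 random lists matched on peak strength (grey bars), with lists apart in red. For HCF-1 with glp-1 RNAi the mitochondrial ribosome stands at 8.16%, and for HDA-1 in set-26(tm2467) with L4440 histone genes stand at 90.8%.

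Several of the strongest HCF-1 promoter peaks kept in the mutant lay close together on X, and others on III. Those on X included cdo-1 at X 861732–865792, from 24-fold to 6.48-fold, abhd-3.2 at X 976995–982767, from 22.4-fold to 5.90-fold, npr-11 from 21.3-fold to 6.22-fold and ncs-3 from 18.2-fold to 5.79-fold. On III were srz-9 at III 1263763–1267870, from 16.9-fold to 1.71-fold in its window, fbxa-208 and fbxa-78 at III 1255404–1258216 with 12.5-fold in control worms, and srd-67 at III 2243272–2247094, from 18.3-fold to 5.75-fold. No HCF-1 peak called against antibody background overlapped any of these, nor the control peaks of fbxa-151 (the srz-9 peak) and spt-4, the genes with the strongest peaks among those without a mutant peak in their window. On X from 0.3 to 1.6 Mb, peaks against H3 covered 417 kb with L4440 and 355 kb with glp-1 RNAi, or 273 kb per Mb against 40.9 on the rest of X in the latter. In glp-1(e2141) they covered 315 kb against H3 and 0.498 kb, in 2 peaks, against antibody background. SET-26 showed no such excess, with 33.6 kb per Mb against 37.9 on the rest of X. Without this stretch, chosen after its values were seen, the ratio of peak numbers with glp-1 RNAi was 0.104 and the share kept 8.12%.

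**Figure D3:**
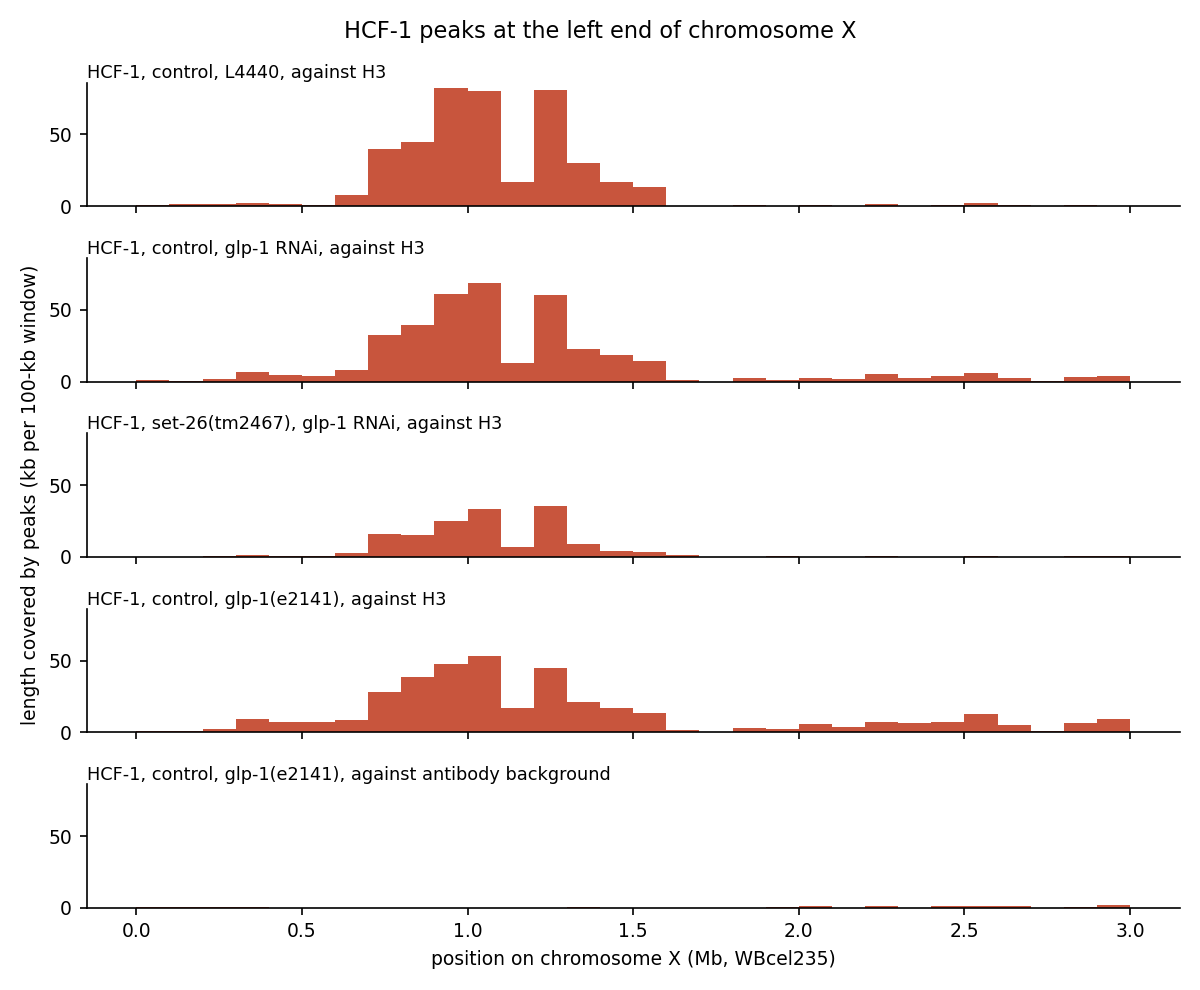
Length covered by HCF-1 peaks in windows of 100 kb (vertical axis, kb) along the first 3 Mb of X in 5 lists. The 4 lists against H3 cover 155 to 417 kb of the stretch from 0.3 to 1.6 Mb, mostly beyond 0.7 Mb. The list against antibody background covers 0.498 kb of it.

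In glp-1(e2141), the other way of removing the germline, HCF-1 went from 13024 to 5183 peaks in set-26(tm2467), a ratio of 0.398 (0.385 to 0.411). Among peaks of at least 3-fold the ratio was 0.0322, beside 0.0267 with glp-1 RNAi. A mutant peak overlapped 28.3% of control peaks (27.6 to 29.1), from 4.22% of the weakest to 75.9% of the strongest stratum, and covered at least 50% of the control peak in 10.6%, and 43.1% of 8076 genes kept a promoter peak. Absent in the mutant was, among others, the peak at ech-5, IV 796515–797141 with 13.3-fold. Of the 30 named genes without a mutant peak in their window, 11 had a control peak that a mutant peak overlapped outside it. For let-526, a chromatin remodelling subunit gene, that mutant peak had 4.27-fold, and for gfl-1 it had 3.18-fold. Kept were mai-2 at IV 3384223–3385822, from 18.7-fold to 4.15-fold, and the high mobility group gene hmg-1.2, from 14.1-fold to 4.03-fold. Of 24 lists, 5 were apart, where 5% fall outside by chance. The mitochondrial ribosome kept 17 of 51, 33.3% against 55.1% (43.1 to 66.7), with mrps-25 at IV 1056294–1056950 absent in the mutant. Collagens kept 4 of 33, 12.1% against 31% (18.2 to 45.5), and muscle 0 of 16 against 24.3% (6.25 to 43.8), among them unc-54 at I 14864835–14865339. Histone genes kept 13 of 26, 50% against 31.1% (15.4 to 46.2), and 7 of 15 distinct peaks, at percentile 97.9. Neurons kept 8 of 12, 66.7% against 40.2%, and came inside the range, at 7 of 11, without the left end of X. In the narrower window muscle and neurons came inside, and the mitochondrial ribosome, collagens and histone genes stayed apart.

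Did both ways of removing the germline single out the same HCF-1 peaks? Of the 10618 control peaks with glp-1 RNAi, 9226 or 86.9% were shared with glp-1(e2141) controls. Among these, 837 of the 922 kept with glp-1 RNAi were kept in glp-1(e2141) too, 90.8%, against 2565 of the 8304 not kept, 30.9%. The difference of 59.9 percentage points exceeded that of random divisions matched on strength, which averaged 34.2 (31.6 to 36.8).

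With L4440, in worms that keep their germline, HCF-1 went from 7246 to 3703 peaks, a ratio of 0.511 (0.491 to 0.532). At a fold of at least 3 the ratio was lower, as given at the end. The share kept was 44% (42.9 to 45.2), from 4.69% to 98.9% across the strata of strength, and 68.8% of 5480 genes kept a promoter peak. HCF-1 remained at set-26, from 3.40-fold to 1.87-fold, at hcf-1, from 5.65-fold to 3.1-fold, and at hda-1, from 2.64-fold to 2.05-fold. Peaks were absent at col-71 with 4.71-fold and at the nuclear receptor gene nhr-80 with 2.68-fold, while in 9 of the 15 named genes without a mutant peak in their window the control peak was overlapped outside it. The 10 strongest kept genes by −log10 q, with npr-11 first from 33.1-fold to 15.1-fold, had no support from antibody background lists. Of 23 lists that could be tested, lipid metabolism alone was apart, with 10 of 23 kept, 43.5% against 60.5%, at percentile 1.63, where 5% of lists fall outside by chance, and it came inside in the narrower window. The difference between the 3 backgrounds was not tested.

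**Figure D4:**
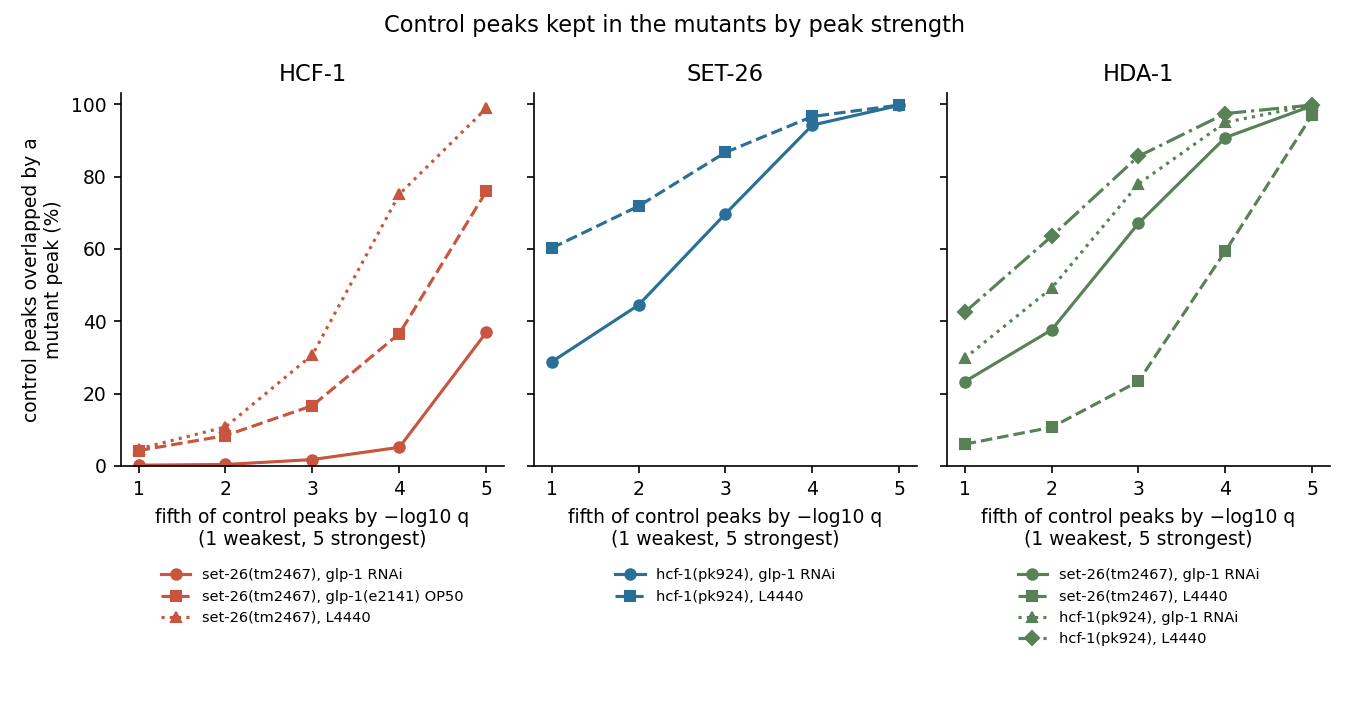
Share of control peaks overlapped by a mutant peak (percent) in each of 5 equal strata of control peaks by −log10 q, from weakest to strongest, for the 9 comparisons. Lines rise to 36.9% for HCF-1 in set-26(tm2467) with glp-1 RNAi and to 99.8% for SET-26 in hcf-1(pk924) with L4440.

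Were the HCF-1 peaks left without SET-26 those where SET-26 had not been called? With glp-1 RNAi, 793 of 7868 HCF-1 peaks that overlapped SET-26 in controls were kept, 10.1%, and 149 of 2750 that did not, 5.42%. Peaks with SET-26 were stronger, and random divisions matched on strength gave a larger difference, 9.11 percentage points (8.49 to 9.67) against the observed 4.66. HCF-1 peaks with SET-26 were therefore kept less often than their strength alone gave, in that measure. The difference without matching averaged −0.0101 in random divisions, so the side on which the observed value lies depends on the matching. Without the left end of X, 79 of 2515 peaks without SET-26 were kept, 3.14%, and the difference was 6.58 against a matched 8.996 (8.52 to 9.47). With control peaks backed by antibody background, 29 of 1477 were kept, 1.96%, and the difference of 9.65 came close to the matched 10.9 (10.3 to 11.4), though still below it.

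The choice of control track was open to a direct comparison, because the same HCF-1 libraries of glp-1(e2141) were called against H3 and against antibody background. Of 13024 peaks against H3, 8902 or 68.4% (67.5 to 69.1) overlapped a peak against antibody background. In reverse, 9844 of 9961 or 98.8% overlapped.

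The converse question was whether SET-26 needs HCF-1. With glp-1 RNAi, SET-26 went from 12555 to 11314 peaks in hcf-1(pk924), a ratio of 0.901 (0.878 to 0.924), with 67.4% of control peaks kept (66.6 to 68.2) and 88.4% of 7419 genes keeping a promoter peak. The strongest stratum was kept at 99.7% and the weakest at 28.8%. With L4440 it went from 10119 to 10576, a ratio of 1.05 (1.02 to 1.07), with 83.0% kept (82.3 to 83.8) and 94.2% of 6642 genes keeping a peak. The opposite directions in the pair of backgrounds were not tested against replicate error.

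Among the strongest kept SET-26 peaks, enrichment was lower in hcf-1(pk924) at the following sites. The peak at II 7856711–7859121 by the chromodomain gene cec-3 and sds-22 went from 44.2-fold to 18-fold with glp-1 RNAi, the peak at IV 794231–797183 by skr-18 and ech-5 from 49.9-fold to 20.7-fold, and the peak at III 13294568–13298298 by the nucleoporin gene npp-18 from 46.2-fold to 15.8-fold. SET-26 stayed at set-26 from 14.4-fold to 7.77-fold, at hcf-1 from 16.3-fold to 9.2-fold and at hda-1 from 7.69-fold to 4.49-fold. Absent in the mutant were peaks at ubxn-2, IV 2725728–2726266 with 4.89-fold, and at fbxa-24, II 3814968–3815995 with 4.57-fold. Of the 18 named genes without a mutant peak in their window, 9 had a control peak that a mutant peak overlapped. The peaks assigned to the sodium leak channel gene nca-2 and the p38 kinase gene pmk-1 reached into their windows by 59 and 8 bp, and were overlapped by mutant peaks of 4.42-fold and 3.38-fold. With L4440 the peak at plk-3 and slc-25A18.2, IV 7472928–7475558 with 3.93-fold, was absent, while the ribosomal protein gene rps-13 kept its peak at III 6370288–6386616, from 34.7-fold to 29.6-fold.

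With glp-1 RNAi 3 of 24 lists were apart for SET-26, where 5% fall outside by chance. Histone genes kept 24 of 24 against 76.6% (62.5 to 91.7), germline and oogenesis 20 of 32, 62.5% against 84.2% (71.9 to 93.8), and muscle 9 of 18, 50% against 75.4% (55.6 to 94.4). Germline genes without a mutant peak included htp-2 with 2.92-fold, cosa-1 with 2.68-fold and pos-1 with 2.34-fold, and muscle genes included the titin gene ttn-1 with 2.47-fold and pat-10 with 2.28-fold. The peaks at htp-2 and pos-1 overlapped no SET-26 peak called against antibody background in glp-1(e2141). SET-26 bound 18 of 54 germline and oogenesis genes in that list, beside the 32 here against H3. How fully glp-1 RNAi removed the germline was not tested, so these losses may not be somatic. With L4440 2 of 23 lists were apart. Lipid metabolism kept 30 of 30 against 91.0%, at percentile 97.6, with elo-1 from 12-fold to 8.90-fold and atgl-1 from 7.21-fold to 9.98-fold. Muscle kept 5 of 8 against 88.6%, at percentile 2.45, without unc-27, deb-1 and mlc-2. In the narrower window histone genes and germline and oogenesis stayed apart with glp-1 RNAi, while muscle in both backgrounds and lipid metabolism with L4440 came inside.

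HDA-1 was profiled in both mutants to ask whether its binding depends on either factor, and each control list served both comparisons. In set-26(tm2467) with glp-1 RNAi, HDA-1 went from 12044 to 9404 peaks, a ratio of 0.781 (0.760 to 0.802), with 63.7% of control peaks kept (62.8 to 64.5) and 72.9% of 7359 genes keeping a promoter peak. The ratio was lower among peaks of at least 3-fold, as given at the end. The H3 control library of the mutant was 1.57 times as deep as that of control worms. With L4440 it went from 8253 to 3741, a ratio of 0.453 (0.436 to 0.471), with 39.3% kept (38.3 to 40.4), 97.2% of the strongest and 5.996% of the weakest stratum, and 45.1% of 5402 genes keeping a peak.

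With glp-1 RNAi, HDA-1 was absent in the mutant at cyn-4 and copz-1, II 10872536–10873010 with 4.25-fold. The strongest control peak assigned to a named gene without a mutant peak in its window, at X 16726476–16727565 with 10.4-fold, reached the window of the deacetylase gene hda-4 by 7 bp and was overlapped by a mutant peak of 8.37-fold. Such an overlap was found for 8 of the 18 named genes without a mutant peak in their window. It was kept at bet-2, X 10567811–10569337 from 29.1-fold to 26.8-fold, at hmg-1.2 from 22.2-fold to 17.3-fold and at the transcription factor gene hlh-11 from 16.9-fold to 18.7-fold. Of 24 lists 6 were apart, where 5% fall outside by chance. Cytosolic ribosome genes kept 63 of 69, 91.3% against 76.1% (66.7 to 84.1), such as rpl-1 from 5.29-fold to 3.40-fold. Histone genes kept 38 of 40, 95% against 63.4% (50 to 75), and lipid metabolism 41 of 44, 93.2% against 82.6% (72.7 to 90.9), with atgl-1 from 11.8-fold to 14.3-fold and the nuclear receptor gene nhr-49 from 8.77-fold to 5.67-fold. Neurons kept 13 of 13 against 81.0% (percentile 98.6), epidermis 8 of 8 against 67.9% (percentile 98.6) and chemoreceptors 44 of 81, 54.3% against 63.1% (percentile 2.23). Lipid metabolism and epidermis came inside in the narrower window.

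With L4440, HDA-1 was absent in set-26(tm2467) at mmab-1, III 4921806–4922468 with 4.51-fold, and at pud-2.2 with 3.97-fold. Of the 23 named genes without a mutant peak in their window, 9 had a control peak that a mutant peak overlapped. Among them were ztf-1, from 11.7-fold to 7.89-fold, the H4 lysine demethylase gene dpy-21, from 5.22-fold to 2.99-fold, and the chaperone gene hsp-90, from 4.18-fold to 2.57-fold. Of 24 lists 3 were apart, where 5% fall outside by chance. Histone genes kept 59 of 65, 90.8% against 48.3% (38.5 to 56.9), with his-42 from 7.01-fold to 3.60-fold. Most bases of these peaks recur elsewhere, as the median histone peak had 5.19% of its 31-base words unique in the genome, and of the 7 peaks with at least 90% unique words 4 were kept, inside the random range. Cytosolic ribosome genes kept 17 of 64, 26.6% against 37.8% (28.1 to 46.9), and had been on the other side with glp-1 RNAi. In the narrower window they came inside with L4440, as did the mitochondrial targets, while histone genes stayed apart. Absent peaks included rpl-20 with 2.73-fold and rps-19 with 2.62-fold. HDA-1 peaks stronger in the mutant than in control worms included IV 3366669–3367199, from 7.06-fold to 28.6-fold, and II 11527817–11528644 upstream of age-1, from 8.12-fold to 33.6-fold. The first reached the window of the proton pump subunit gene vha-19 by 3 bp, with its summit 2277 bp upstream. In hcf-1(pk924) these peaks reached 8.18-fold and 9.62-fold. Their control −log10 q of 11544 and 2825 was high for their fold, beside 3608 at 24.6-fold for bet-2. The background there was thus high too, and an artefact at these sites was not tested.

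In hcf-1(pk924) with glp-1 RNAi, HDA-1 went from 12044 to 10316 peaks, a ratio of 0.857 (0.834 to 0.879), with 70.4% kept (69.5 to 71.2) and 79.8% of 7359 genes keeping a peak. With L4440 it went from 8253 to 7679, a ratio of 0.930 (0.902 to 0.960), with 77.8% kept (76.9 to 78.7) and 83.8% of 5402 genes. Peaks at bet-2, hmg-1.2 and his-42 were kept with glp-1 RNAi, at 30-fold, 20.3-fold and 8.46-fold. The peak that reached the hda-4 window was overlapped here by a mutant peak of 8.08-fold, and 12 of the 18 named genes without a mutant peak in their window had such an overlap. With L4440 these were 5 of 19, and peaks were absent at the corepressor gene sin-3, I 8416187–8416537 with 2.70-fold, and at cul-5, V 10178179–10178512 with 3.34-fold. With glp-1 RNAi 3 of 24 lists were apart, where 5% fall outside by chance. Histone genes kept 39 of 40 against 72.6% (60 to 85), innate immunity 41 of 64, 64.1% against 76.3% (67.2 to 84.4), and chemoreceptors 49 of 81, 60.5% against 70.9% (63.0 to 79.0). Counted as distinct peaks, histone genes were also apart here with 24 of 26, for HDA-1 in set-26(tm2467) with glp-1 RNAi with 22 of 26, and for SET-26 with glp-1 RNAi with 15 of 15. Histone peaks of mostly unique sequence, 4 to 7 per comparison, were inside the random range in each of the 9. Chemoreceptors came inside in the narrower window. The C-type lectin gene clec-104 lost a 3.82-fold peak. With L4440 3 of 24 were apart as well. Cytosolic ribosome genes kept 61 of 64, 95.3% against 82.4% (73.4 to 90.6), germline and oogenesis 10 of 16, 62.5% against 82.3% (percentile 1.82), without glh-1, and cell cycle 20 of 29, 69.0% against 83.1% (72.4 to 93.1), without air-2, sep-1, mcm-5 and mcm-7.

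The study picked mitochondrial genes as shared targets, and hsp-6, which encodes the mitochondrial HSP70 chaperone at V 4824124–4826760 on the minus strand, was among them. With glp-1 RNAi a wide SET-26 peak at V 4822965–4828326 of 14.9-fold covered its promoter, and it stayed in hcf-1(pk924) at V 4822977–4827941 with 8.08-fold. HCF-1 peaked in the intergenic stretch upstream of the gene, V 4826801–4827477 with 4.74-fold, and no HCF-1 peak was called in the mapped span in set-26(tm2467). It was kept in the other backgrounds, from 4.31-fold to 1.64-fold in glp-1(e2141) and from 4.86-fold to 3.07-fold with L4440. HDA-1 stood at V 4826812–4827419 with 3.31-fold and was kept at 2.17-fold in set-26(tm2467) and 3.26-fold in hcf-1(pk924). With L4440 its 2.79-fold peak had no counterpart in set-26(tm2467) and 2.49-fold in hcf-1(pk924). The sequence at the somatic SET-26 summit, V 4827109–4827149, read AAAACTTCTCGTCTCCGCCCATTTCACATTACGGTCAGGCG, with 51.2% GC.

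**Figure D5:**
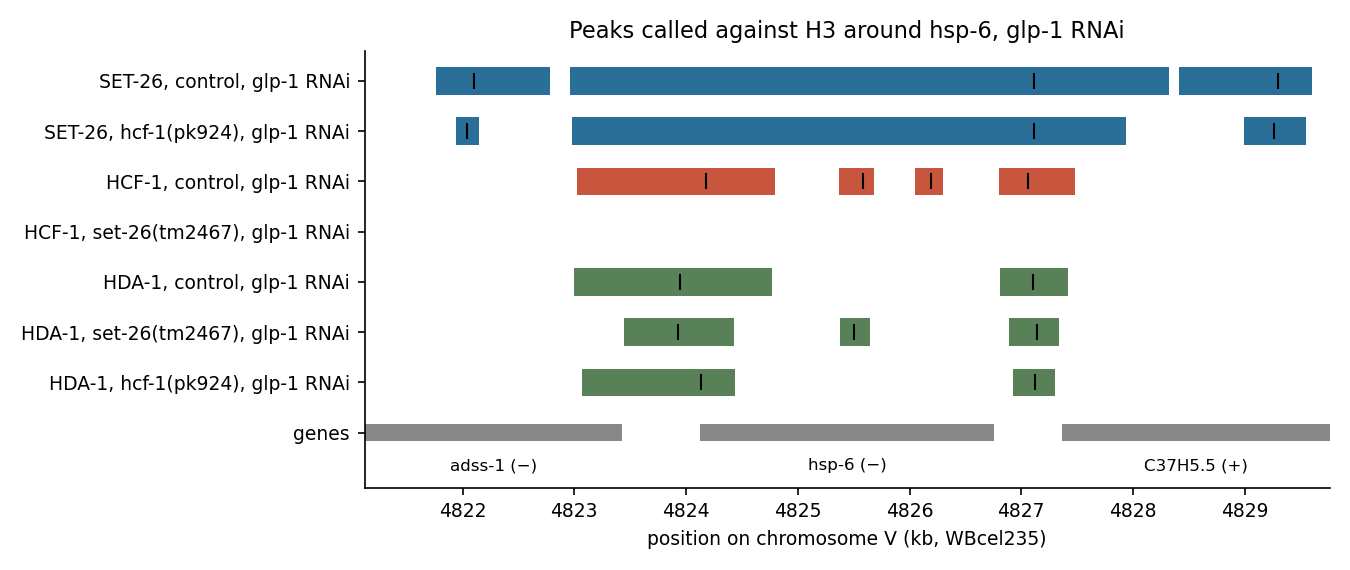
Peaks called against H3 with glp-1 RNAi around hsp-6 (position on V in kb, WBcel235), with ticks at the strongest summit of each peak and genes in grey with their strand. The HCF-1 lane of set-26(tm2467) is empty, where control worms have a peak of 4.74-fold at V 4826801–4827477.

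Of the 10 mitochondrial targets, HCF-1 bound 10 in every background and kept 1 with glp-1 RNAi (tin-9.1, where a 1.87-fold mutant peak lay elsewhere in the window than the 4.51-fold control peak), 4 in glp-1(e2141) (hsp-6, mff-2, drp-1 and tufm-1, the last by a 1.41-fold mutant peak that did not overlap its 9.19-fold control peak) and 9 with L4440 (timm-23 being absent) in set-26(tm2467). SET-26 kept 10 of 10 in hcf-1(pk924) in both backgrounds, where kept means only that a peak was still called. With glp-1 RNAi the SET-26 fold was lower in the mutant at each of the 10. It went from 9.93-fold to 4.24-fold at scpl-4 and from 6.04-fold to 4.31-fold at tufm-1. Fold was lower over the whole list too, with a median of 2.13 in control and 1.86 in mutant worms. The highest fold was 49.9 and 26.6 in the same order. Whether the targets dropped more than other peaks was not tested. With L4440 tufm-2 went from 6.36-fold to 6.55-fold and the others were lower. The study reports weakened SET-26 binding at these genes in germline-less hcf-1 mutants. HDA-1 bound 8 with glp-1 RNAi and kept 5 of them in set-26(tm2467) and 6 in hcf-1(pk924). With L4440 it bound 6, of which it kept 0 in set-26(tm2467), against 39.1% in random lists (16.7 to 66.7), and 6 in hcf-1(pk924). A mutant peak did overlap the tin-9.1 control peak outside the window there, with 1.66-fold, as for HCF-1 in glp-1(e2141) with 2.39-fold. With the main window these targets were apart in that comparison alone of the 9. The study chose these genes on these samples, so the count is not independent evidence. The larger lists gave HDA-1 at 6 of 27 mitochondrial ribosome genes kept in set-26(tm2467) with L4440, 22.2% against 26.4% (14.8 to 40.7), and at 9 of 23 oxidative phosphorylation genes, 39.1% against 44.5% (30.4 to 60.9), both inside their range.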

Values the study reported

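The paper reports 13,422 somatic SET-26 peaks and 9961 HCF-1 peaks, with 55% of the SET-26 peaks overlapping HCF-1 and 76% of the HCF-1 peaks overlapping SET-26. It counts 8824 genes bound by both, among them 253 for mitochondrial metabolism, 214 for mRNA processing and 82 for ribosome subunits. Without SET-26 it gives a drop of 88% in the number of somatic HCF-1 peaks. From its replicate-level test it gives lower HCF-1 signal at 82% of peaks with glp-1 RNAi (median fold 0.18), at 80% in glp-1(e2141) and at 9% in whole worms. It reports no clear change in the amount of hcf-1 RNA or HCF-1 protein in germline-less worms without SET-26. For SET-26 without HCF-1 it gives lower signal at 37% of somatic peaks (median fold 0.54) and at 2% in whole worms. It places 81% of HDA-1 peaks at promoters and finds that 54% of HDA-1, 49% of SET-26 and 70% of HCF-1 peaks overlap both other factors. HDA-1 signal was lower at 26% of somatic peaks without SET-26, at 5% without HCF-1, and at 64% in whole worms without SET-26.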

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

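The tests of fewer HCF-1 peaks and of SET-26 in opposite directions were chosen only after those results were seen, and the tests on histone genes were chosen before theirs.

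A difference between backgrounds drew attention in a pair of cases. The ratio of SET-26 peak numbers in hcf-1(pk924) over control was 0.901 with glp-1 RNAi and 1.05 with L4440. Cytosolic ribosome genes kept HDA-1 in set-26(tm2467) at 91.3% with glp-1 RNAi, above random lists, and at 26.6% with L4440, below them, though inside the random range with the narrower promoter window. Neither difference was tested, since each list pools its replicates. Signal in data outside the comparisons drew attention in another. Peaks on the mitochondrial genome, which carries no histones, were called in 14 of 16 lists against H3, with at most 16 in 1 list and 99 in all, and in 0 of 6 lists against antibody background.

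HCF-1 peaks in set-26(tm2467) with glp-1 RNAi were far fewer than in control worms. Fewer reads are argued against by an HCF-1 library 1.28 times as deep in the mutant, and a loss restricted to peaks near the calling threshold by the 36.9% (34.9 to 39.0) of the 2123 strongest peaks that were kept. That a single failed set of mutant libraries made the whole drop is argued against by ratios below 1 in other libraries, 0.398 in glp-1(e2141) and 0.511 with L4440. Poorer mutant libraries could still have added to the larger drop with glp-1 RNAi, which these ratios cannot exclude. For L4440 the study's replicate-level test found lower HCF-1 signal at only a small share of peaks. An equal proportional drop at every peak is not settled. In 20 strata of strength 7 of 24 gene lists lay apart from random lists, where 5% would by chance. These included histone genes and neurons, which came inside with distinct peaks or without the left end of X. The narrower promoter window left 2 of 24 apart in 5 strata. The mitochondrial ribosome was apart in each of these settings. A lower amount of HCF-1 protein cannot be read from peak lists, and the study's own measurements found no clear change of it in germline-less set-26 mutants, so a lower yield of antibody-bound fragments on top of a true loss and the loss of recruitment by SET-26 stay open, as untested here. That HCF-1 depends on SET-26 at most somatic sites may hold, as a hypothesis. In glp-1(e2141) 75.9% of the strongest stratum of control peaks was still overlapped by a mutant peak, so some HCF-1 signal was left there. An overlap of 1 bp cannot decide the question, since it does not show undiminished binding. The highest fold of that background was 25.3 in control and 7.35 in mutant worms. Its mutant HCF-1 library held 69.0 M tags, against 35.2 M with glp-1 RNAi, which can make weak peaks easier to call.

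SET-26 peaks in hcf-1(pk924) were fewer with glp-1 RNAi and more numerous with L4440. Depth is argued against, since the mutant library was 1.55 times as deep where peaks were fewer and 0.894 times as deep where they were more. Weak peaks near the threshold are argued against for the drop with glp-1 RNAi, where the ratio at a fold of at least 3 was 0.684 (0.650 to 0.720). For the rise with L4440 they stay open, because the ratio there was 1.02 (0.966 to 1.08), an interval that includes 1. A true difference between worms with and without a germline was not tested against replicate error. A germline that binds SET-26 without HCF-1 could leave the L4440 count near that of controls, which was not tested.

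Histone genes kept HDA-1 in set-26(tm2467) with L4440 far more often than matched genes. Neighbouring genes that share 1 peak are argued against, since 85.7% of 35 distinct histone peaks were kept against 37.1 to 60% in random sets. Reads shared between near-identical copies remain a candidate explanation. The 7 histone peaks of mostly unique sequence were kept at 57.1%, within 14.3 to 57.1%, though so few could hide an effect, and 300 other peaks of repeated sequence were kept at 50.3% against 41.7% (38.3 to 45.01). A role of histone genes as sites where HDA-1 needs no SET-26 stays open beside it.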

How the results depend on the processing

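The omission of the left end of X and the restriction to control peaks backed by antibody background lists were chosen only after the results were seen, and the other alternatives were planned. No paired analysis was possible because replicates were merged before peaks were called, and for the same reason leaving out 1 replicate gave no value. Of 128 alternatives, 65 kept the direction and the size of the result, 61 moved the value and 2 reversed it. Where a value moved, the cause was not tested unless stated.

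Overlap of the factors was the same in 17 of 18 alternatives. The exception was SET-26 with HDA-1 in wild type at 50% coverage, where the share was 25.4% with a p of 1, which follows from counting fewer overlaps over the same number of possible sites. Bound genes (2 of 2), lists bound (6 of 6), lists by germline (6 of 6) and the accord of both germline-less methods (2 of 2) were the same.

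The difference of 4.66 points between HCF-1 peaks with and without SET-26 lay below matched divisions and above unmatched ones, so matching on strength decides its side. At a fold of at least 3 the X chromosome ratio was 0.677 for SET-26 and 0.149 for HCF-1, and without the left end of X it was 0.376 for HCF-1 against H3.

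Ratios of peak numbers stayed on the same side of 1 in the alternatives that moved them. At a −log10 q of at least 5 HCF-1 gave 0.109 with glp-1 RNAi and 0.349 in glp-1(e2141), and SET-26 0.878 with glp-1 RNAi. At a fold of at least 3 HCF-1 gave 0.0267 with glp-1 RNAi, 0.0322 in glp-1(e2141) and 0.260 with L4440, SET-26 0.684 with glp-1 RNAi, and HDA-1 0.502 and 0.332 in set-26(tm2467) and 0.687 and 0.773 in hcf-1(pk924), glp-1 RNAi first. Without the left end of X, HCF-1 with glp-1 RNAi gave 0.104.

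Shares of kept peaks moved in 37 of 39 alternatives, and are given here for HCF-1 with glp-1 RNAi, in glp-1(e2141) and with L4440, then for SET-26, HDA-1 in set-26(tm2467) and HDA-1 in hcf-1(pk924), each with glp-1 RNAi and with L4440. Control peaks of −log10 q of at least 5 gave 10.3, 30.7 and 50.6% for HCF-1, 71.8 and 86.5% for SET-26, 66.4 and 42.1% for HDA-1 in set-26(tm2467), and 73.1 and 81.2% in hcf-1(pk924). Coverage of 50% gave 1.98, 10.6 and 32.0%, 57.9 and 78.0%, 53.8 and 30.4%, and 62.2 and 73.7%. Equal numbers of top peaks, which set the shorter list against the strongest peaks of the longer, gave 51.3, 56.4 and 76.0%, 72.0 and 81.8%, 75.0 and 72.5%, and 77.4 and 80.9%. Control peaks backed by antibody background lists gave 9.80, 35.5 and 50.9%, 79.1 and 86.8%, 71.2 and 46.2%, and 77.7 and 86.2%. Without the left end of X, HCF-1 with glp-1 RNAi gave 8.12%.

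The number of gene lists apart was within 1.5 times the reported one in 14 of 21 alternatives. Random lists not matched on strength gave 11 for HCF-1 with L4440, 10 for SET-26 with glp-1 RNAi and 4 with L4440, 8 for HDA-1 in set-26(tm2467) with L4440 and 6 in hcf-1(pk924) with glp-1 RNAi. The narrower promoter window gave 2 for HCF-1 with glp-1 RNAi, the mitochondrial ribosome and chemoreceptors, and 1 for SET-26 with L4440, chemoreceptors. The share of HCF-1 peaks against H3 with a peak against antibody background was 63.6% at 50% coverage and 73.7% at a −log10 q of at least 5. What depth limits was not tested, since the reads of the libraries were not used.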

Other observations

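The share of kept HCF-1 peaks on the whole X chromosome and the FLAG signal at its left end were tested only after those results were seen, and the left end of X was chosen after its values were seen. The other tests below were chosen before their results.

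GC content around the summit differed between kept and absent peaks. The median of HDA-1 peaks kept was above that of peaks matched on strength in 4 of 4 comparisons, such as 45.3% against 43.9% in set-26(tm2467) with L4440. SET-26 peaks kept in hcf-1(pk924) had medians of 36.8% with glp-1 RNAi and 37.8% with L4440, within the matched range. HCF-1 peaks kept in set-26(tm2467) with glp-1 RNAi had a median of 39.8%, above the matched range of 35.8 to 36.8%. In glp-1(e2141) the HCF-1 median of 38.8% was within the matched range, and with L4440 the 33.3% was below the matched 33.8%, so a higher GC content may mark kept HCF-1 peaks with glp-1 RNAi without being shared by the other backgrounds. GC bias of the libraries and GC-rich sites that hold HCF-1 by another means were not separated.

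It was asked what else might hold the HCF-1 peaks kept with glp-1 RNAi. HDA-1 was called at 89.8% of them and at 71.5% of those lost. Peaks matched on strength gave 89.9 to 92.7%, so the kept share lay just below that range. HDA-1 sites were thus not kept more often than their strength gave. The left end of X was included here. With glp-1 RNAi HDA-1 covered 67.2 kb per Mb there and HCF-1 273, so that stretch could have lowered the share. Peaks on X made up 21.9% of those kept, above the matched 9.87 to 12.8%, and 12.2% outside the left end, above 4.77 to 7.52%. With L4440 they made up 5.33%, below the matched 6.36 to 7.27%, so the excess was not seen in worms with a germline. A lack of SET-26 on X could have left HCF-1 peaks there independent of it, as 48.3% of HCF-1 peaks on X and 78.4% on autosomes overlapped SET-26. This is argued against by the HCF-1 peaks on X that did overlap SET-26. They were kept at 14.1% (matched 6.003 to 9.004%, n = 733), and outside the left end at 10.3% (4.01 to 6.84%, n = 673).

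Part of the kept HCF-1 signal may come from the control track. An HCF-1 peak against antibody background overlapped 81.8% of peaks kept with glp-1 RNAi, below the 89.5 to 92.0% of matched peaks, and the same held in glp-1(e2141) with 85.5% against 89.3%. With L4440 the order was opposite, 93.1% against 90.8%. Of the 942 peaks kept with glp-1 RNAi, 838 lay outside the left end of X. The antibody background list of glp-1(e2141) had 2 peaks in that stretch, so it carries part of the shortfall with glp-1 RNAi. The share outside it was not computed. On X from 0.3 to 1.6 Mb the HCF-1 list with L4440 had 268 of its 604 peaks on X against H3, while the wild type list against antibody background had 0 of 310. MACS2 sets the background of a peak no lower than the average pileup over the genome, so H3 below that average cannot raise a fold, and the highest FLAG pileup there with glp-1 RNAi was 27 times that average. Of the HCF-1 peaks against H3 in glp-1(e2141) with at least 10 times the average pileup, 29 of 29 there had no peak of the same libraries against antibody background (100%, 88.1 to 100), and 22 of 295 elsewhere, 7.46%. The stretch was chosen after its near lack of such peaks was seen, so this share restates the choice. FLAG signal given by the background worms too could account for that lack. The background estimated from H3 was at its lower limit at 69.2% of summits there and 38% elsewhere, so average or lower H3 may add to the number of peaks called. HCF-1 peaks at cdo-1, abhd-3.2, npr-11 and ncs-3 are therefore weak evidence of SET-26-independent binding, as are those on III at srz-9, fbxa-208, fbxa-78 and srd-67, which also lack a peak against antibody background.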
